A study of Triticum aestivum with 96 samples.

How the data were processed

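RNA-seq was performed on whole flag leaves of bread wheat (Triticum aestivum, cultivar Mace, an Australian variety). Per the labels' protocols, plants of both stages shared 1 growth room and were sown 28 days apart, so that mature leaves and senescent leaves could be collected at the same times. Plants grew in 12 h light and 12 h dark until the room was switched at dawn to continuous light at 20 °C. That dawn is Zeitgeber time 0 (ZT0, hours since that dawn). Sampling began at ZT45 and ended at ZT91, with a 2 h interval and 24 time points over 48 h. Each library was made from RNA pooled from 2 leaves, and each time point and stage has 2 libraries. The labels give the stage, the time and the replicate number of all 96 libraries, 48 per stage.

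The deposited count tables hold signal values, that is read counts per gene that the authors multiplied by a factor of each library's own. The labels and file headers do not state how that factor, the alignment or the counting was done. The scaling was found from the values: in each library at least 99.89% of the values above 0 are whole multiples of a single number, which ranges from 0.516 to 1.43 between libraries. A few values are fractional, so the main tests did not treat the values as counts of reads. Thinning to an equal number of reads and the comparison of replicates with sampling noise did rest on read numbers. The number of reads behind each library was estimated as its total divided by that number. The deposited FPKM tables (fragments scaled by gene length and library size) carry the same factor, since the ratio of FPKM to scaled count within a gene varied by a median of 0.566% between libraries. FPKM served to derive the relative gene length in a check on length, and log2(FPKM + a pseudocount) as an alternative for the rhythm tests. One deposited count file holds all 96 libraries and the other repeats the 48 senescent libraries with 0 differing values, so the former was used. All columns were matched to a sample by their names. It lists 139118 genes with identifiers of the Mace annotation. Of these, 0 were found in the reference gene table, so genes are given by identifier and no gene names, gene sets or clock gene lists were analysed. The identifier gives the chromosome and the subgenome (A, B or D) of this hexaploid species.

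The design written before the data were examined called for a negative binomial count test with scaling by the trimmed mean of M values. Because the deposited values were scaled, that test was not run. The test used was limma 3.58.1 in R 4.3.3 (moderated test with a trend of the variance over the mean level) on log2(scaled count + 2), and tables were read with data.table (version 1.17.8). Fold changes are on this scale, which understates changes of genes with low values. Genes with a mean scaled count of at least 10 over the libraries of a fit were tested, and a Benjamini-Hochberg adjusted p under 0.05 was called. No further scaling was applied.

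For each stage, a 24 h cosine and sine and a linear term over time were fitted to the 48 libraries. The cosine and sine were tested together for rhythm, and the linear term for drift. A fit to all 96 libraries with these terms for each stage tested the difference of the time-averaged level between stages, the difference in rhythm (cosine and sine by stage) and the difference in drift. Peak times are those of the 24 h fit, in hours after ZT0 or a multiple of 24 h later. For each gene rhythmic in both stages, the period was the value from 18 to 32 h, in steps of 0.25 h, with the smallest residual. Genes with a best period at an end of that range were left out. Differences in period, phase and amplitude over genes were tested by a two-sided permutation test that swapped the stage of the 2 libraries of a time point and replicate number after centring each stage. The change in amplitude between ZT45 to ZT67 and ZT69 to ZT91 was tested by swapping libraries 24 h apart. Each used 100 draws, so the smallest p they can give is 0.0099. Standard errors (SE) of the period, phase and amplitude differences are jackknife values over the 24 time points. Genes are not independent replicates, so these tests permute libraries. Shares by subgenome have exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only.

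Genes were named by a rule fixed before the data were examined: the 2 genes with the smallest p in each rhythm, drift and different-rhythm test, and for the stage the 2 genes with the smallest p in each direction among those with an absolute log2 fold change of at least 1 and the same direction in both replicate numbers.

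The fits were tested on simulated libraries with the means and depths of the real ones, 42428 genes and 200 changed genes. Genes were simulated independently with 1 dispersion of 0.05, so variation shared between the genes of a library was absent. The shares of false calls hold for that setting only and may be too low for the real libraries. With a simulated amplitude of 0.5 log2, 90.0% of the changed genes were called rhythmic in mature leaves, and 2.17% of the calls were false. With a stage change of 0.5 log2, 96.5% were called (3.50% of the calls false). With rhythms 6 h apart 92.5% were called as different (3.65% false). A drift of 0.4 log2 per 24 h in senescent leaves was called for only 40.0% of changed genes (5.88% of the calls false). A drift of 0.8 log2 per 24 h was called for 100% (2.44% false). Drift of the smaller size was therefore often missed at this number of libraries. The simulated rhythms and the shift of 6 h were larger than most real ones, so the shares called do not carry over to smaller effects.

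Alternatives covered the scaling, the filter, the pseudocount, the period, the linear term, each cycle alone, thinning to an equal number of reads, each replicate number alone, and the replicate number as a factor. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.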

Results

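The series compared the transcriptomes of mature and senescent wheat flag leaves through 48 h of continuous light. Mature plants were at ear emergence, and senescent leaves had visible loss of chlorophyll. The title of the series names a circadian sub-network and the clock gene EARLY FLOWERING 3 in the timing of senescence and in grain nutrition. The comparisons address which transcripts cycle in each stage, whether the rhythm differs between stages, and which transcripts differ in level. Stage and sowing batch coincide in this design, so differences between stages cannot be separated from differences between the batches.

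The estimated number of reads per library was 6909480 ± 952288 in mature leaves (SD, n = 48) and 7160543 ± 1279977 in senescent leaves (SD, n = 48), with a range of 4789055 to 11831482 over all libraries. The total of the scaled counts was 7473828 ± 608413 in mature and 6285533 ± 496332 in senescent leaves (SD, n = 48 each). A mean scaled count of at least 10 was reached by 42428 of 139118 genes. The median correlation of log2 values across genes between the replicates of a time point was 0.935 in mature and 0.960 in senescent leaves. Replicates differed by more than sampling noise at every time point, with a chi-square per gene of at least 2.73 in mature and 2.42 in senescent leaves.

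To find which transcripts cycle, a 24 h rhythm was tested in each stage. In mature leaves 20964 of 42218 tested genes (49.7%) were rhythmic at an adjusted p under 0.05 in limma. In senescent leaves 26644 of 41715 tested genes (63.9%) were rhythmic. The alternative that moved these counts most was a required peak-to-trough difference of at least 1 on the log2 scale, which left 5996 genes in mature and 6180 in senescent leaves. The order of the stages depended on the cycle. From ZT45 to ZT67 alone, 19284 genes were rhythmic in mature and 18593 in senescent leaves, and from ZT69 to ZT91 alone, 13438 in mature and 20252 in senescent leaves. The median fitted peak-to-trough difference of rhythmic genes was 0.72 log2 in mature and 0.63 log2 in senescent leaves. These medians cover different sets of genes and do not compare the stages. Over a common set of 29542 genes, the median log2 amplitude ratio of senescent to mature leaves was 0.05 (permutation p 0.535). Of 39951 genes tested in both stages, 16520 were rhythmic in both, 3375 passed the threshold in mature leaves alone and 9235 in senescent leaves alone. Passing in a single stage does not show a difference: the rhythm itself differed for 454 of those 3375 genes and for 897 of those 9235 genes.

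Peak times fell into a daytime and a night-time cluster in both stages. In mature leaves the fullest 2 h bins were 8 to 10 h (15.5% of rhythmic genes) and 20 to 22 h (15.9%). In senescent leaves they were 6 to 8 h (13.8%) and 18 to 20 h (14.9%). The share that peaked from 4 to 16 h was 48.0% in mature and 48.9% in senescent leaves. With libraries scaled to the total of all genes, these shares were 69.5% and 71.9%.

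**Figure D1:**
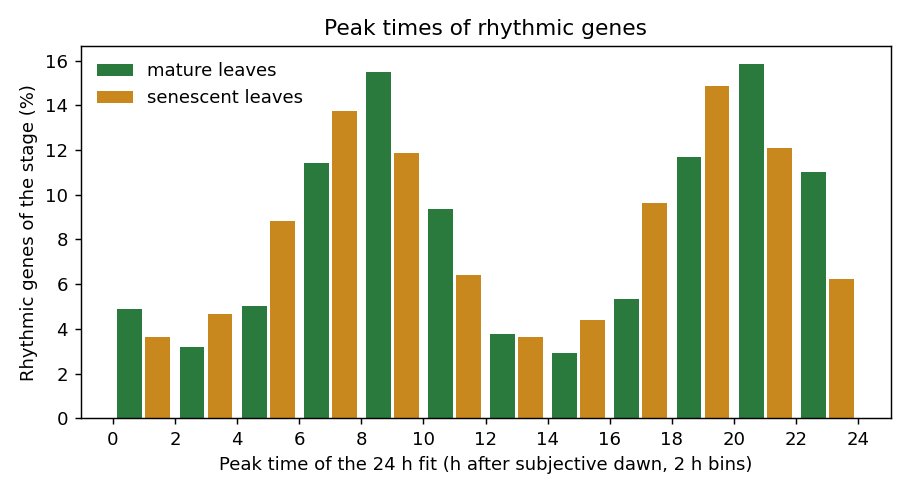
Share of each stage's rhythmic genes (y axis, %) by peak time of the 24 h fit in 2 h bins (x axis, h after subjective dawn), for mature (green, 20964 genes) and senescent (orange, 26644 genes) leaves. The fullest night bin is 20 to 22 h in mature and 18 to 20 h in senescent leaves.

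The genes with the smallest p for rhythm in mature leaves were TraesMAC4B03G02393240 and TraesMAC1B03G00394430. TraesMAC4B03G02393240 on chromosome 4B had a peak-to-trough difference of 5.45 log2 and a peak at 19.3 h in mature leaves (limma adjusted p 1.51e-29), and 5.05 log2 and 18.1 h in senescent leaves (adjusted p 7.23e-32). TraesMAC1B03G00394430 on chromosome 1B peaked at 20.49 h in mature leaves (adjusted p 1.18e-28) and at 19.4 h in senescent leaves (adjusted p 1.80e-30). In senescent leaves the leading genes were TraesMAC4B03G02264250, which peaked at 19.0 h (adjusted p 1.60e-33), and TraesMAC4D03G02443710, which peaked at 18.9 h (adjusted p 2.90e-33). In mature leaves these peaked at 19.9 h each. Reads shared between the A, B and D copies of a gene could blur values of single copies, since the counting is not stated.

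**Figure D2:**
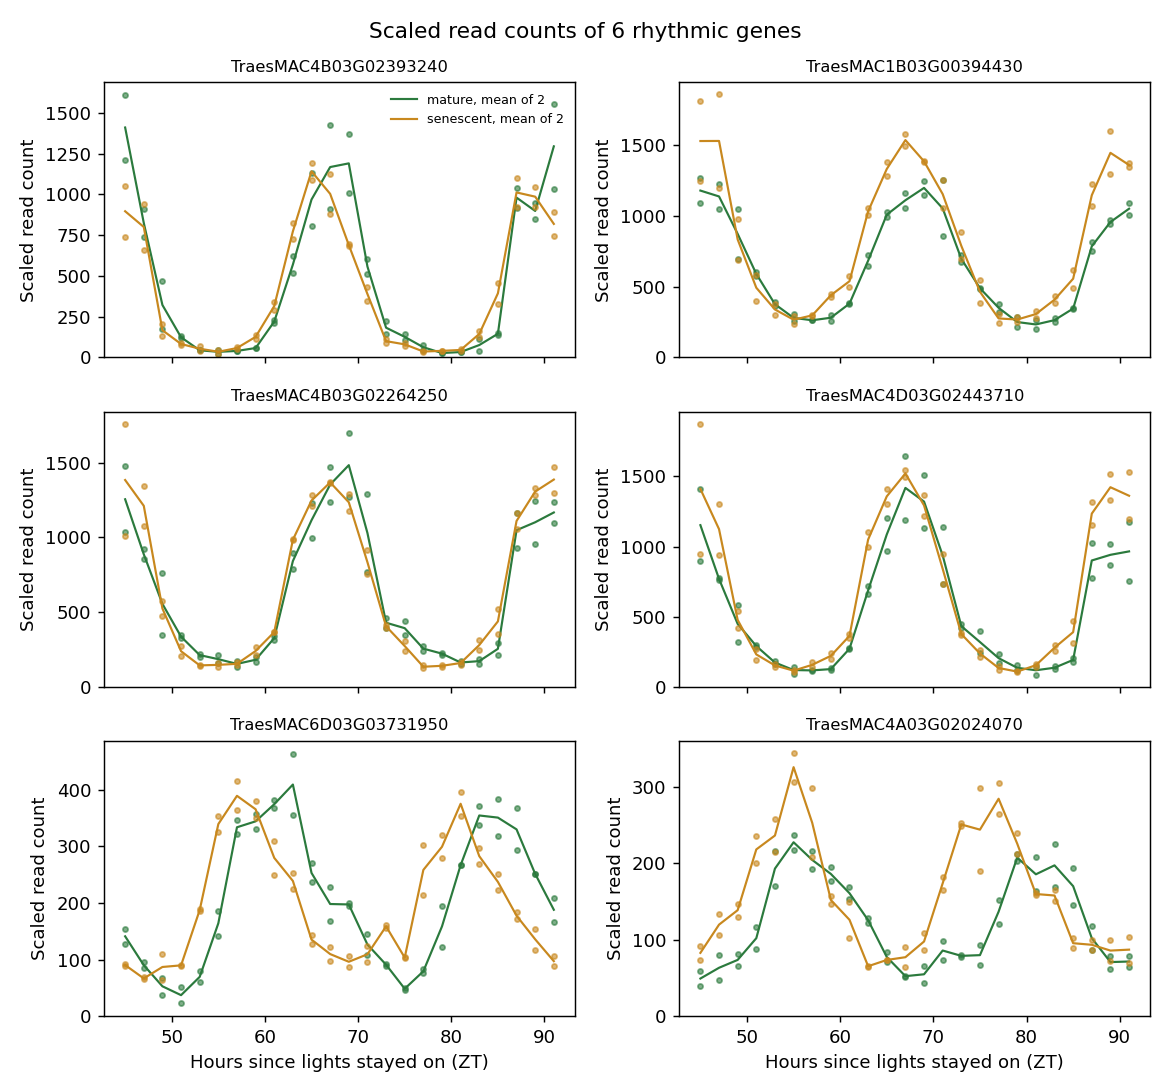
Scaled read counts (y axis) of 6 genes against hours since lights stayed on (x axis, ZT45 to ZT91) in mature (green) and senescent (orange) leaves. Points are single libraries and lines join the mean of 2 replicates. The lower panels show TraesMAC6D03G03731950 and TraesMAC4A03G02024070, which peaked earlier in senescent leaves.

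The share of rhythmic genes was compared between subgenomes. In mature leaves it was 49.8% for A (95% interval 49.01 to 50.67), 49.3% for B (48.5 to 50.2) and 49.8% for D (48.98 to 50.63). In senescent leaves it was 63.8% for A (62.99 to 64.60), 64.3% for B (63.5 to 65.1) and 63.5% for D (62.7 to 64.3). The intervals overlapped in both stages. Among genes with a mean scaled count of at least 50, the highest and lowest shares in mature leaves were 1.76 percentage points apart. No test was made of this spread.

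Whether the rhythm differed between stages was tested directly. It differed for 4896 of 42428 genes at an adjusted p under 0.05 in limma. This count was the most sensitive to the assumed period, with 5739 genes at 22 h and 465 at 28 h. A period of 28 h lies above the upper quartile of the fitted periods, 25 h in mature and 24.25 h in senescent leaves. Of the 4896 genes, 3308 were rhythmic in both stages, and 2754 of those peaked earlier in senescent leaves while 554 peaked later. The amplitude was larger in senescent leaves for 2720 and smaller for 2176 of the 4896 genes. The smallest p belonged to TraesMAC6D03G03731950 (chromosome 6D, adjusted p 1.42e-12), which peaked at 13.8 h in mature and 9.96 h in senescent leaves. TraesMAC4A03G02024070 (chromosome 4A, adjusted p 1.42e-12) peaked at 9.10 h in mature and 5.25 h in senescent leaves.

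Over the 16520 genes rhythmic in both stages, the mean phase difference was -0.70 h (jackknife SE 0.149 h), so peaks came earlier in senescent leaves. The permutation p was 0.0099, the smallest that 100 draws can give, and 68.8% of the genes peaked earlier. In alternatives fitted to both cycles, the difference ranged from -0.98 h without replicate 1 to -0.66 h at a period of 22 h. It was -0.48 h in the first cycle alone and -0.96 h in the second. The median period was 23.75 h in mature and 23.25 h in senescent leaves over 16085 genes. The median difference was -0.5 h (jackknife SE 0.487 h) and did not pass the permutation test (p 0.248). This median moves in grid steps of 0.25 h, which makes its SE coarse. The median log2 amplitude ratio of senescent to mature leaves over 29542 genes was 0.05 (jackknife SE 0.0635, permutation p 0.535), which was within its SE. It was -0.03 without the linear term and -0.01 over genes rhythmic in both stages.

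**Figure D3:**
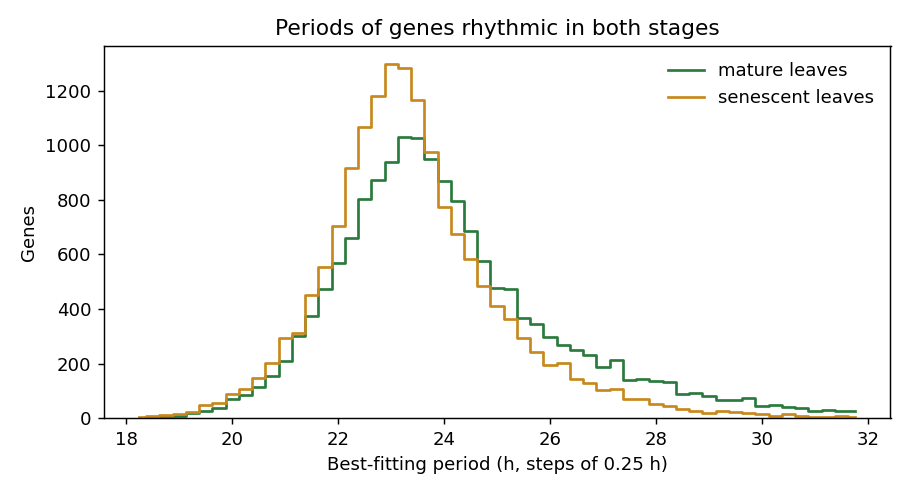
Number of genes (y axis) by best-fitting period (x axis, h, steps of 0.25 h) among 16085 genes rhythmic in both stages, for mature (green) and senescent (orange) leaves. The medians are 23.75 h and 23.25 h, a difference with a permutation p of 0.248.

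Damping over the 48 h was measured as the amplitude in the later 24 h against that in the earlier 24 h. The median log2 ratio was -0.18 over rhythmic genes of mature leaves (permutation p 0.0198), and 39.3% of these genes had a larger amplitude in the later cycle. Without replicate 2 it was -0.11 with a permutation p of 0.238, so replicate 2 decides this call. In senescent leaves the median log2 ratio was 0.10 (permutation p 0.0594), and 57.4% of genes had a larger amplitude in the later cycle.

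Drift over the 48 h was tested in the same fits. In mature leaves 1828 genes drifted at an adjusted p under 0.05 in limma, 669 upward and 1159 downward. In senescent leaves 8251 genes drifted, 3046 upward and 5205 downward. In mature leaves, 7 of 100 orders of the time points, the real one included, gave as many drifting genes. The drift itself differed between stages for 1028 of 42428 genes. The first and last time points weigh most in a linear term. In mature leaves replicates differed most there, with a chi-square per gene of 28.0 at ZT45 and 23.8 at ZT91 (median 6.78). In senescent leaves the highest was 11.4 at ZT45 (median 3.87). No count of drifting genes without ZT45 and ZT91 is reported. Leaving out replicate 1 moved the mature count most, to 28 genes, and leaving out replicate 2 moved the senescent count most, to 2434 genes. The leading genes of mature leaves were TraesMAC7A03G04032870 with -2.17 ± 0.23 log2 over 48 h (SE, adjusted p 4.02e-08) and TraesMAC6D03G03798860 with -3.12 ± 0.34 (SE, adjusted p 4.02e-08). Those of senescent leaves were TraesMAC6D03G03786050 with -5.87 ± 0.60 (SE, adjusted p 8.61e-09) and TraesMAC2A03G00597180 with -2.31 ± 0.25 (SE, adjusted p 1.42e-08).

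The time-averaged level was compared between stages. At an adjusted p under 0.05 in limma, 14948 genes were higher and 14676 lower in senescent leaves, out of 42428. The median log2 fold change of all tested genes was 0.0050. Scaling each library by the median of its gene ratios gave nearly the same result, 15055 higher and 14580 lower genes with a median of 0.0073. That scaling holds the typical gene constant, so the median near 0 and the even split are no findings about the stages. As deposited, a change of at least 1 on the log2 scale was found for 2011 higher and 2198 lower genes. With libraries scaled to the total of all genes, 25568 genes were higher and 7627 lower, and the median log2 fold change of all tested genes was 0.24. TraesMAC5D03G03135860 rose from 340.6 ± 93.8 scaled counts in mature to 1620 ± 502 in senescent leaves (SD, n = 48 each), a log2 fold change of 2.22 ± 0.050 (SE, adjusted p 4.77e-62). TraesMAC5B03G02944480 rose by 2.15 ± 0.049 log2 (SE, adjusted p 4.77e-62). TraesMAC4A03G02118560 fell from 802 ± 615 to 2.60 ± 3.04 scaled counts (SD, n = 48 each), a log2 fold change of -7.34 ± 0.16 (SE, adjusted p 3.89e-63). TraesMAC4B03G02261090 changed by -6.75 ± 0.15 log2 (SE, adjusted p 3.89e-63). The fold changes of the last 2 depend on the pseudocount, because senescent values lie near 0.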

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

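These tests were chosen only after the results were seen: the scores of single libraries with time, the swaps for the difference in drift, the count with residuals only enlarged, the comparison of the remaining excess with the spread over stage swaps, and the amplitude difference without a replicate.

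The rhythm differed between stages for 4896 genes by a direct test. Stage swaps within time point and replicate were run on centred values of the 39951 genes tested in both stages, where the real assignment gave 4713 genes. As many genes were found in 1 of 100 swaps, the real assignment, and the highest count in another swap was 6. Thinning all libraries to an equal number of reads left 4170 genes, so unequal depth alone does not account for the count. The count rises to 5739 when a 22 h period is assumed. It falls to 465 at 28 h, and to between 662 and 926 with a single replicate number. Stage and sowing batch coincide, so their effects cannot be told apart: 0 sowing batches hold both stages. Reads shared between homoeologous copies were not tested.

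Peaks came earlier in senescent leaves by a mean of -0.70 h. A fixed lag in collecting the stages would move all genes alike, but daytime-peaking genes moved by -0.51 h (jackknife SE 0.162 h) and night-peaking genes by -0.85 h (jackknife SE 0.155 h). The gap of 0.337 h was over 2 of its jackknife SE (0.106 h), which argues against a fixed lag as the whole cause. After thinning, the difference was -0.724 h, which argues against depth. A shorter period that adds up over days could give a growing shift. The shift was -0.48 h in the first and -0.96 h in the second cycle, a change of -0.481 h with a jackknife SE of 0.280 h. This missed the margin of 2 SE set beforehand, but it is too imprecise to exclude a growing shift, which therefore cannot be told apart from a constant one. Stage and batch stay open.

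Among 39951 genes tested in both stages, 5878 more were rhythmic in senescent than in mature leaves (25814 against 19936) in fits to these genes alone with levels centred by stage, so the counts differ slightly from those in the results. The excess is not seen in both cycles. From ZT45 to ZT67 alone, 19284 genes of mature and 18593 of senescent leaves were rhythmic, the opposite order, and from ZT69 to ZT91 alone, 13438 and 20252. These fits had no linear term. Over 48 h without that term, 22097 genes of mature and 25606 of senescent leaves were rhythmic, so the size of the excess also depends on the linear term. The difference of counts was not tested within a cycle. Of 100 stage swaps, 1 gave as large a difference, the real one, although another swap reached 5232. After thinning, the excess was 5052 over all tested genes, which argues against depth. The median residual SD was 0.355 log2 in mature and 0.289 log2 in senescent leaves, and 81.8% of genes had the smaller value in senescent leaves. With senescent residuals set to the mature SD, 20755 senescent genes were rhythmic, and with residuals only enlarged, 20232. By the criterion set beforehand these counts stay above the mature count. The remaining excess of 819 was however reached by 75 of the 99 other swaps. No swap count with residuals set to a common SD is reported, so this comparison is a rough guide only. By the counts at the mature SD, less residual variation may account for most of the difference, and the rest cannot be told apart from it. The larger number of rhythmic genes is no evidence by itself of stronger rhythms, and the amplitude ratio between stages had a permutation p of 0.535.

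In the same genes, 6472 more drifted in senescent than in mature leaves (8127 against 1655), and the drift itself differed for 1000 genes after centring. Over all 42428 genes it differed for 1028. Of 100 swaps, 2 gave as large a difference in the counts, and another swap reached 6638. The 1000 genes with a difference in drift were reached by 1 of 100 swaps, the real one. With residuals at the mature SD, 4338 senescent genes drifted, and 3940 with residuals only enlarged. Both exceed the margin of 1.5 times the mature count set beforehand, but 34 of the 99 other swaps reached the remaining excess of 2683. Here too, no swap count with residuals set to a common SD is reported. The role of residual variation therefore cannot be told apart from a larger drift by these counts. Progress of senescence during sampling is a candidate explanation. A score of each library on the axis from mature (0) to senescent (1), set from the other time points, rose with time in senescent leaves (Pearson r 0.542, permutation p 3e-05, adjusted 0.00012; Spearman rho 0.512, permutation p 0.00029, adjusted 0.00058; 48 libraries). Without ZT45 and ZT91 r was 0.527. The adjustment covers 4 tests. The 2 libraries of a time point share their time, and no test with time points as the unit is reported, so these p may be too small.

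The change in amplitude between cycles differed between stages by 0.21 log2 over genes rhythmic in both, with medians of -0.16 in mature and 0.05 in senescent leaves. Of 101 assignments of the cycles, the real one included, 2 gave as large a difference. Leaving out any single time of day left a difference of 0.178 to 0.269, which argues against a single atypical time of day. The difference depends on the replicates: it was 0.35 without replicate 1 and 0.094 without replicate 2. No biological explanation is offered for a difference that 1 set of replicates carries to this extent.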

How the results depend on the processing

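The alternatives were listed before the data were examined, with some exceptions. Added later were scaling by the trimmed mean of M values or by the total of all genes, and the pseudocount of 0.5 in the gene-wise tests. So were library quality weights, removal of a length trend, the mean period, and every alternative for the share of genes peaking from 4 to 16 h. The trimmed mean of M values had been planned as the scaling of the main count test, not as an alternative. Count models and gene set tests were not run, since the values were scaled and no gene descriptions were used here.

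Of the comparisons under another setting, 28 moved, 4 became stronger, 2 weaker and 2 reversed. For the other 151, a count stayed within 1.5 times, and any other value kept its direction and its side of a test or moved by less than its error. The shares of genes peaking from 4 to 16 h, which have no error, were judged by a fixed margin. Within that margin counts still changed: without a filter 21598 genes were lower in senescent leaves against 14676, and with the total of all genes 12225 drifted in senescent leaves against 8251. The named genes were chosen for the smallest p, so their calls say little about stability. The phase difference stayed negative with a permutation p of 0.0099 under every alternative given that test, from -0.98 to -0.66 h. For each cycle alone no permutation p is reported. The difference was then -0.48 h in the first and -0.96 h in the second cycle. The period difference passed the permutation test under no alternative it was run on, with p from 0.248 to 0.832. The median moves only in grid steps of 0.25 h, so its jackknife SE is coarse. Only the mean period, which has no permutation p, was judged by that SE.

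Requiring a mean of at least 50 tested fewer genes: 13089 rhythmic genes in mature and 16668 in senescent leaves, and 8864 higher and 8633 lower between stages. With this filter the spread between subgenomes in mature leaves was 1.76 percentage points, against 0.520 for a mean of at least 10. This spread of the highest and lowest of 3 shares was not tested. The senescent amplitude change was 0.126 (permutation p 0.0297). The cause of these last changes was not tested. An adjusted p under 0.01 left 673 drifting genes in mature and 4820 in senescent leaves, and 2357 genes with a different rhythm. A peak-to-trough difference of at least 1 log2 left 5996 rhythmic genes in mature and 6180 in senescent leaves, and a fold change of at least 1 log2 left 2011 higher and 2198 lower genes. These thresholds lower the counts by construction.

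A period of 22 h gave 5739 genes with a different rhythm, 26 h gave 2080 and 28 h gave 465. The later cycle alone gave 13438 rhythmic genes in mature and 20252 in senescent leaves and 2778 with a different rhythm. The earlier cycle alone, with as many libraries, gave 19284, 18593 and 4344, so the order of the stages reversed, and the number of libraries does not account for the drop in mature leaves. The amplitude ratio between stages, which passed the permutation test under no alternative, was -0.0310 without the linear term and -0.0111 over genes rhythmic in both stages. The senescent amplitude change was 0.0896 over genes past an adjusted p of 0.001 (permutation p 0.0495), but 0.0416 without the linear term (permutation p 0.257). The cause was not tested.

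Across the 2 fits that each left out 1 replicate number, rhythmic genes in mature leaves ranged from 12134 to 12945, drifting genes from 28 to 243 in mature and from 2434 to 3345 in senescent leaves, and genes with a different rhythm from 662 to 926. The amplitude change ranged from -0.195 to -0.108 in mature leaves (permutation p 0.238 without replicate 2) and from 0.0427 to 0.124 in senescent leaves (permutation p 0.0198 without replicate 1 and 0.436 without replicate 2). Fewer libraries lower these counts, and the number of drifting genes in mature leaves is the least stable.

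Scaling to the total of all genes gave 25568 higher and 7627 lower genes, so that 77.02% of calls were higher against 50.5% as deposited. It moved the median of all tested genes by 0.24 log2, and 826 genes called lower as deposited were called higher. It put 69.5% of rhythmic genes of mature and 71.9% of senescent leaves at peaks from 4 to 16 h, and the amplitude change was -0.116 in mature (permutation p 0.0891) and 0.0463 in senescent leaves (permutation p 0.495). The direction of the stage change of genes with small changes and the share of peaks from 4 to 16 h thus depend on the scaling. The trimmed mean of M values gave a senescent amplitude change of 0.1002 (permutation p 0.0495). The senescent change thus lies on either side of the threshold depending on the setting.

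With the replicate block, the number of genes was 20908 rhythmic in mature and 26584 in senescent leaves and 4851 with a different rhythm, and it changed no call of the comparisons it was run on. Replicate numbers did not pair the stages: the correlation between stages of the difference between replicates, across genes, ranged from -0.21 to 0.14 over the 24 time points, with a median of 0.0058.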

Other observations

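The tests of the scores and predicted times of single libraries, including the difference of slopes, and the removal of the length trend were chosen only after the data were seen, as were the rhythm of the scaled total and the count of genes far from the fit.

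Other groupings were compared with the real one for the counts in the results. Of 100 splits of the 96 libraries into 48 and 48, 1 gave as many genes differing between stages, the real one, and the highest count in another split was 1. Of 100 orders of the 24 time points, 1 gave as many rhythmic genes in mature leaves and 1 in senescent leaves, the real order in each. The highest count in another order was 5661 in mature and 9256 in senescent leaves. For drift, 1 of 100 orders gave as many genes in senescent leaves, the real one, although another order reached 7420 against the real 8251. In mature leaves 7 of 100 orders gave as many drifting genes as the real 1828, with up to 5522, although each of the 1828 passed an adjusted threshold. A changed order also scrambles the 24 h rhythm, which can then enter the linear term. This test therefore cannot decide whether the drift of mature leaves arose by chance.

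Gene length was weighed for the genes that differ between stages. Across genes, which are not independent replicates, the stage fold change and relative length had a Spearman rho of 0.284. Removing each library's trend over length gave 28406 called genes against 29624. Of these, 12308 higher and 12293 lower genes were also called in the same direction as deposited, so part of the calls were replaced by others. This argues against length as the whole cause of the number of calls, but which genes are called depends in part on it: 52 genes became higher and 82 lower against their direction as deposited.

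The scaled totals were lower in senescent leaves by a mean of 1188295 scaled counts. The 100 most abundant genes held 17.9% of the total in mature and 12.3% in senescent leaves, and 84 of them were lower in senescent leaves. They accounted for 47.6% of the gap. That is more than their share of the total but under the 50% set beforehand, so a few abundant genes as the main source cannot be told apart from a broader change.

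The scaled total itself cycled, with a fitted peak-to-trough of 0.21 log2 and a peak at 22.3 h in mature leaves, and 0.24 log2 and 20.3 h in senescent leaves. For the 100 most abundant genes of each stage, the peak-to-trough was 0.39 log2 in mature and 0.70 log2 in senescent leaves. The total of the other genes cycled too, by 0.17 log2 in mature and 0.18 log2 in senescent leaves.

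No library was off its label: 0 libraries had a stage score on the other stage's side or a predicted time more than 4 h from the label. Scores ranged from -0.25 to 0.15 in mature and from 0.78 to 1.26 in senescent leaves. The median absolute error of the predicted time was 0.5 h and the highest 2.1 h. In mature leaves the score did not clearly rise with time (Pearson r 0.183, permutation p 0.21, adjusted 0.21; Spearman rho 0.198, permutation p 0.18, adjusted 0.21; 48 libraries; r 0.180 without ZT45 and ZT91). Ageing of mature leaves over the 48 h cannot be told apart from no ageing by this test. The slope was steeper in senescent leaves by 0.070 per 24 h (permutation p 0.04). That p was not adjusted, and libraries of the same time point may not be independent, so it may be too small.

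A few libraries lay far from their stage's fit. The median library had 15 genes over 2 log2 from the fit. The mature library of ZT91 replicate 1 had 393, the senescent library of ZT45 replicate 1 had 255 and the mature library of ZT63 replicate 1 had 238.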
